A study of Homo sapiens
Mus musculus with 3 samples. Its data were reported in "Systematic comparison of high-throughput single-cell RNA-seq methods for immune cell profiling" (2021).

How the data were processed

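Single-cell RNA-seq had been performed on the ICELL8 cx, a system that dispenses a cell suspension into the nanowells of a chip, images the wells and adds a known barcode of 11 bases to the transcripts of each well. Per the labels, every library was made from an equal mixture of 4 lymphocyte lines. Jurkat and TALL-104 are human T-cell leukemia lines, EL4 is a mouse T-cell lymphoma line and IVA12 is a mouse hybridoma line. The series held 3 libraries. The group 3'DE (3' differential expression, the official kit) had 2 libraries, and the group 3'DE-UMI had 1 library, made with a modified protocol that cleans and digests the primers before cDNA amplification so that unique molecular identifiers (UMIs) can be counted. Groups and replicate numbers were taken from the titles in the labels. Only the ICELL8 libraries were part of these files, so the other platforms of the study were not analysed here.

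The deposited tables held counts. For each library a table of raw read counts per gene and well barcode was used, made by the authors with STAR inside the mappa software on a combined human (hg19) and mouse (mm10) reference, with no scaling and no collapsing of UMIs. The methods say that reads were downsampled before this step. The depth of the cell population with most mRNA in each sample was scaled to the lowest such depth among the samples. Whether the deposited tables were made from the downsampled reads was not known. For the 3'DE-UMI library a table of UMI counts was also deposited, which the authors had made with the Drop-seq tools and another version of the aligner. All values were checked to be whole numbers. Reads are not independent molecules, so all intervals and limits given here cover counting error only.

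Species was assigned per gene from the prefix of its Ensembl identifier. A well was kept with at least 1000 gene-assigned reads and at least 200 genes. It was called mixed when the species with fewer reads held at least 10% of the reads, and mixed wells were counted among all wells with at least 1000 reads. The tables pair no identifier with a gene symbol, and none of the reference files did so. The mitochondrial filter, the assignment of wells by marker genes and the removal of marker genes from the tests, all planned, could therefore not be done, and clusters were not named after cell lines. Wells of a single species were clustered with scanpy 1.11.5 on the genes of their own species, for all libraries together: scaling to 10000 counts per well, log transformation, 1000 variable genes, scaling within each library with values limited to 10, 20 principal components, 15 neighbours and Leiden clustering at a resolution of 0.1. This gave 2 clusters per species, numbered by size. Clustering the libraries together and the resolution were chosen after clusters made per library were seen to be unstable and after a resolution of 0.3 was seen to divide the larger human cluster by depth. Counting only genes of the well's own species was chosen after both kinds of count were seen.

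Genes per well were counted at 1 read or more, for all reads and after random thinning of each well to 5000 reads. Wells with fewer reads were left out of the thinned values. Genes in pooled wells were averaged over 50 random draws of 50 wells. The half-detection level is the expression level at which a gene is detected in 50% of wells, from a nonlinear least squares fit of an exponential decline of dropout on the mean CPM (reads of a gene scaled to a fixed library total) in the other libraries. No bulk RNA-seq table was part of the files, so this scale is not FPKM. Pearson's r and Spearman's rho between libraries were computed across genes on log2(CPM + 1) of reads summed over wells.

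Reads were summed per library and cluster, and the library was the unit of replication in every test. Comparisons were fitted in edgeR 4.0.16 (filterByExpr, TMM factors, quasi-likelihood F-test, two-sided) with Benjamini-Hochberg adjustment over all genes tested and a threshold of 0.05. Comparisons of clusters had 6 sums and the library as a block. To keep the assignment of wells apart from the genes tested, genes were divided into 2 sets, and each set was tested on wells clustered on the other set. Comparisons of the protocols had 3 sums. They left 1 residual degree of freedom, and the lone 3'DE-UMI library was assumed to vary like the 3'DE libraries. An exact permutation test of 2 libraries against 1 cannot give a p-value below 0.333, so no test was run on values per library. The method was tested on simulated data with 200 changed genes per comparison. Changes of 2 on the log2 scale were recovered for 68.5% of changed genes in the comparison of mouse clusters, 30.0% in its interaction with protocol, 0% in the comparison of human clusters, and 50.5%, 44.5% and 17.0% in the protocol comparisons for mouse cluster 1, mouse cluster 2 and human cluster 1. A change of 4, added after the 0% was seen, was recovered for 5.0% in the comparison of human clusters. With no changed genes, at most 1 gene was called in any comparison.

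Genes to be named were limited by rule to the 3 with the largest changes in each direction, among those past the threshold, with a mean of at least 50 CPM and, for protocols, a 3'DE-UMI value outside the range of both 3'DE libraries. Because identifiers without symbols tell little, 2 genes that rose and 2 that fell are named, from a single comparison picked after the values were seen.

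The limits on wells, the mixed-species limit, the thinning depths, the tests, the naming rule and most of the other settings tried were fixed before the data were examined. Those settings were DESeq2 1.42.0, RLE factors in edgeR, no filter on low counts, equal numbers of wells (230 per sum for mouse and 28 for human), an adjusted p of 1e-04, UMI counts in place of reads, no block for the library, each library left out in turn, other limits for mixed wells and for reads per well, other thinning depths (2000 and 10000 reads), a detection limit of 2 reads, means in place of medians and the reverse, 20 pooled wells, a logistic curve, other pseudocounts (0.1 and 10), a minimum of 10 CPM and a Leiden resolution of 1.0. Those added after the data were seen were a resolution of 0.3 (finer clusters, here and at 1.0, were joined to the cluster that held most of their wells), no minimum of genes per well (the added wells went to the cluster of their species whose profile made their reads likelier), genes of both species, leaving out a 3'DE library from the values without a test, and tests or shares in wells with few or with many reads of the other species. For the last, wells of each library and species were divided at the threshold that best parts the log10 share of reads from the other species (Otsu's method).

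Shares of wells are given with exact Clopper-Pearson 95% intervals. Shuffling tests used 10000 shuffles and were one-sided unless stated. Other tools were R 4.3.3, limma 3.58.1, Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, anndata 0.12.19, igraph 0.11.9, scikit-learn 1.9.0 and matplotlib 3.10.9.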

Results

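Expression was measured in single wells of 3 ICELL8 libraries made from the mixture of human and mouse lymphocyte lines. Of these, 2 had been made with the 3'DE protocol and 1 with the 3'DE-UMI protocol. Values are given for each library, and the SD of both 3'DE libraries serves as the spread between replicates. With 2 libraries this SD is smaller than the difference between them. Each read table listed 32738 human and 27998 mouse genes. The total was 35581264 reads in 3'DE library 1, 109702878 in 3'DE library 2 and 44883618 in the 3'DE-UMI library. The tables held 1704, 1518 and 1560 well barcodes, which is 20, 20 and 95 more than the numbers of processed wells in the labels. After the filter, 1635, 1432 and 1293 wells were kept. Their median depths were 22199, 27390.0 and 22342 reads per well. Depth was spread unevenly: the upper quartile was 2.59 times the lower in 3'DE library 1, 8.28 times in 3'DE library 2 and 3.89 times in the 3'DE-UMI library. The deepest 10% of kept wells held 20.2%, 51.4% and 34.2% of the reads. The UMI table of the 3'DE-UMI library held 3833017 UMIs under 3000 barcodes, of which 1457 were also in the read table and carried 97.6% of the UMIs. All kept wells were among them, and 103 barcodes of the read table were absent. The log10 totals of reads and UMIs had a Pearson r of 0.994 across the shared barcodes.

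The first question was whether the protocols recovered the lines of the mixture in like shares. Wells of a single species fell into 2 mouse and 2 human clusters. Among 1455 such wells in 3'DE library 1, mouse cluster 1 made up 32.6% (exact 95% interval, 30.2 to 35.1), mouse cluster 2 made up 30.8% (28.4 to 33.2), human cluster 1 made up 28.0% (25.7 to 30.4) and human cluster 2 made up 8.66% (7.26 to 10.2). For 1257 wells of 3'DE library 2 the shares were 39.6% (36.9 to 42.4), 21.9% (19.6 to 24.3), 35.6% (33.0 to 38.4) and 2.86% (2.01 to 3.94). For 1257 wells of the 3'DE-UMI library they were 37.4% (34.7 to 40.1), 18.3% (16.2 to 20.5), 42.0% (39.3 to 44.8) and 2.31% (1.55 to 3.30). The share of mouse cluster 1 in the 3'DE-UMI library lay between the 3'DE libraries. That of mouse cluster 2 lay below both, and that of human cluster 1 above both. The share of human cluster 2 lay below both only with the minimum of 200 genes, which removed 77 wells of the 3'DE-UMI library and 0 and 1 wells of the 3'DE libraries. Without it, 20 of the 77 were nearest to human cluster 2 in profile, and its share was 3.73% (49 of 1314 wells, 2.77 to 4.90), between the 3'DE libraries. Mouse cluster 2 was then at 18.6% and human cluster 1 at 41.6%, still below and above both. The distance from the mean of the 3'DE libraries exceeded their SD for mouse cluster 2, at -8.04 percentage points (SD of the 3'DE libraries, 6.30), and for human cluster 1, at 10.2 points (SD, 5.42), and not for the other clusters. The distance of mouse cluster 2 was still smaller than the difference between the 3'DE libraries themselves, at 30.8% and 21.9%. Both distances depended on 3'DE library 1, without which they were -3.58 and 6.36 points. The difference of human cluster 1 depended on the mixed-species limit. At a limit of 5% it was 17.8 points, and human cluster 1 made up 19.6%, 26.3% and 40.8% of wells, because more human wells of the 3'DE libraries then counted as mixed. With at least 5000 reads per well, human cluster 2 made up 3.77%, 2.24% and 1.18% of wells. Human cluster 2 in 3'DE library 1 came mostly from wells with few mouse reads, with 118 of its 126 wells among them. In wells with many reads of the other species its shares were 1.14%, 3.17% and 2.36%, and those of human cluster 1 were 24.3%, 47.2% and 44.6%, so that the 3'DE-UMI library lay between the 3'DE libraries for both. Mixed wells are left out of these shares, which can remove wells of human cluster 2, since they hold few reads. In 3'DE library 1 they had a median of 4459.5 human reads, while human wells with many mouse reads had a median of 1864 mouse reads. Of its mostly human mixed wells, 56 of 139 were nearer to human cluster 2 in profile (23 of 75 and 9 of 24 in the other libraries), so the 1.14% may be too low.

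**Figure D1:**
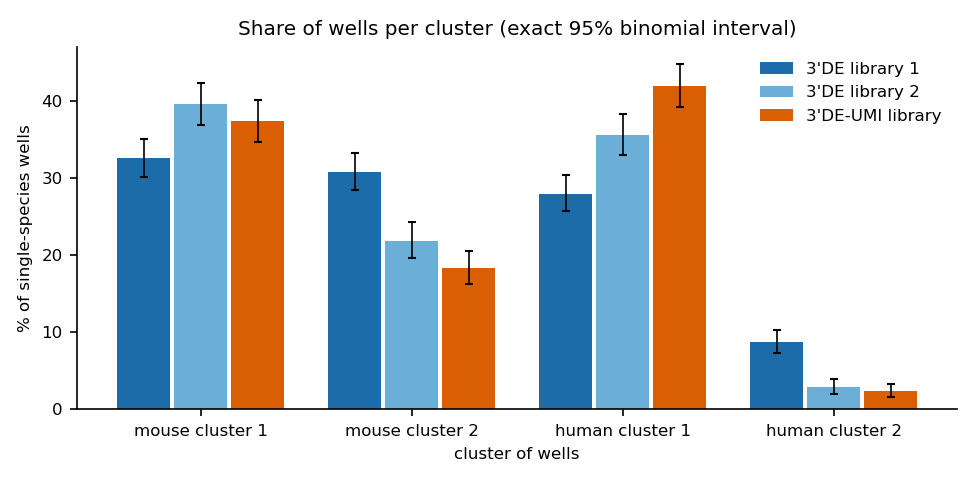
Share of single-species wells (%, vertical axis) in each of the 4 clusters for each library, with exact 95% binomial intervals. Human cluster 2 was at 8.66% in 3'DE library 1 and below 3% in the other libraries.

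Wells holding reads of both species count cells captured together as well as stray transcripts. At the limit of 10%, 180 of 1635 wells were mixed in 3'DE library 1 (11%, 9.53 to 12.6), 176 of 1433 in 3'DE library 2 (12.3%, 10.6 to 14.1) and 56 of 1370 in the 3'DE-UMI library (4.09%, 3.10 to 5.28). The 3'DE-UMI share differed from the mean of the 3'DE libraries by -7.56 percentage points, and the 3'DE libraries had an SD of 0.90. Most mixed wells of 3'DE library 1 were mostly human (139 against 41 mostly mouse), whereas 3'DE library 2 had 76 mostly human and 100 mostly mouse, and the 3'DE-UMI library had 31 and 25. The order of the libraries depended on the rule. Where both species had to exceed the 10th percentile of reads in the assigned wells of that species, the shares were 0.306%, 7.61% and 0.949%, so that the 3'DE-UMI library lay between the 3'DE libraries, and with the adjustment for captures of a single species they were 0.632%, 16.0% and 1.91%. The share of mixed wells also differed between barcodes. Under barcodes whose well in the 3'DE-UMI library had few reads of the other species, 7 of 188 wells of 3'DE library 1 were mixed (3.72%, 1.51 to 7.52), against 54 of 245 (22%, 17.0 to 27.8) where it had many. For 3'DE library 2 the shares were 3.36% (1.10 to 7.66) and 15% (10.6 to 20.4).

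Within wells of a single species, the median share of reads from the other species counts transcripts that reached the wrong well or barcode, together with any reads assigned to genes of the wrong species, which were not separated. In human wells it was 0.241% in 3'DE library 1 (interquartile range, 0.107 to 5.71, 533 wells), 4.06% in 3'DE library 2 (2.12 to 6.08, 484 wells) and 1.58% in the 3'DE-UMI library (0.305 to 2.88, 557 wells). In mouse wells it was 0.426% (0.102 to 0.719, 922 wells), 1.78% (1.19 to 2.76, 773 wells) and 0.365% (0.149 to 0.673, 700 wells). By medians the 3'DE-UMI library lay between the 3'DE libraries in human wells, and in mouse wells its log2 distance from them, -1.25, was within their spread (SD, 1.46). Means gave another order in human wells, at 2.44%, 4.25% and 1.95%, with the 3'DE-UMI library below both 3'DE libraries. With UMI counts in place of reads the median share in mouse wells of the 3'DE-UMI library was 1.05%, which changed its position from below both 3'DE libraries to between them. The shares in human wells of 3'DE library 1 formed 2 separate sets: 354 wells had a median of 22 mouse reads and 179 had a median of 1864.

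**Figure D2:**
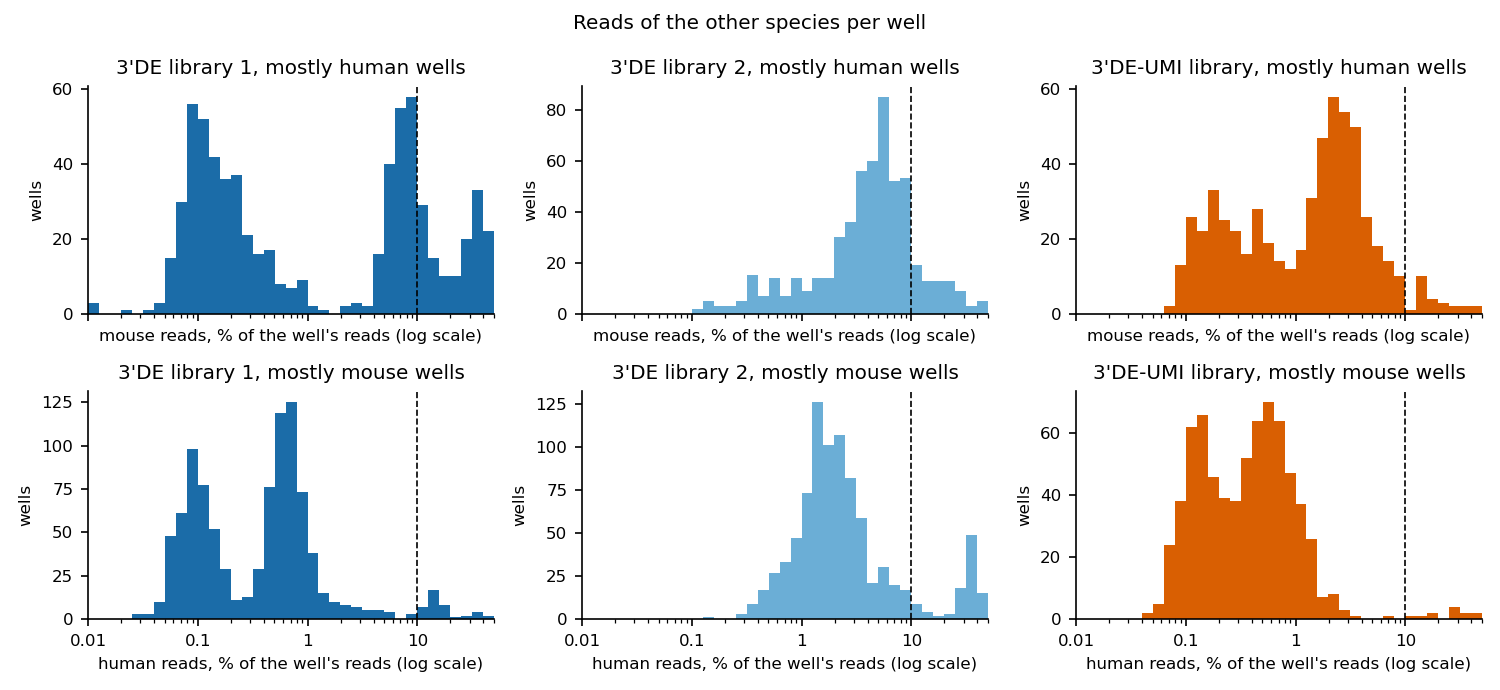
Number of wells (vertical axis) by the share of reads from the other species (%, log scale) in mostly human and mostly mouse wells of each library. Human wells of 3'DE library 1 form a set around 0.137% and another around 7.07%.

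The number of genes detected per well was compared to ask how sensitive the protocols are. In mouse cluster 1 the median was 2974.5 genes in 3'DE library 1 (interquartile range, 2570.25 to 3253.75, 474 wells), 2608.5 in 3'DE library 2 (1827.75 to 3559.5, 498 wells) and 1254.5 in the 3'DE-UMI library (790.5 to 1699.75, 470 wells), although the median depth of the last, 29910.0 reads, was above that of 3'DE library 1, 28428.5 reads. Mouse cluster 2 had medians of 2667.5, 2298 and 1637.5 genes, human cluster 1 had 2636, 2204 and 789.5, and human cluster 2 had 677, 723.5 and 255. On the log2 scale the 3'DE-UMI median was lower than the mean of the 3'DE libraries by a difference of -1.15 in mouse cluster 1 (SD of the 3'DE libraries, 0.13), -0.60 in mouse cluster 2 (SD, 0.15), -1.61 in human cluster 1 (SD, 0.18) and -1.46 in human cluster 2 (SD, 0.07). The difference stayed at equal depth. With each well thinned to 5000 reads, mouse cluster 1 had medians of 1594, 1442 and 925.5 genes, mouse cluster 2 had 1595, 1484.5 and 1138, and human cluster 1 had 1595.5, 1375.5 and 692. Only 50, 26 and 14 wells of human cluster 2 had that depth, with medians of 767.5, 644.5 and 350.0 genes. The setting that moved this measure most in mouse cluster 1 was thinning to 2000 reads, which reduced the difference to -0.45.

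**Figure D3:**
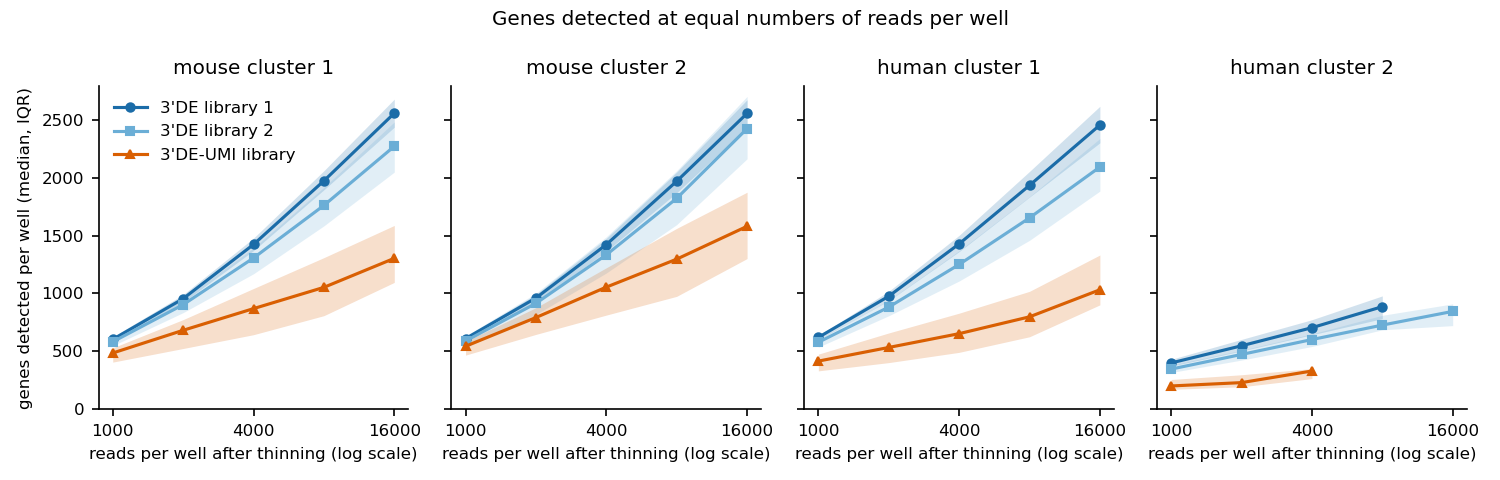
Median number of genes detected per well (vertical axis, shaded bands give the interquartile range) against the number of reads per well after thinning (log scale), by cluster and library. At 4000 reads in mouse cluster 1, the 3'DE libraries were at 1424 and 1307 genes and the 3'DE-UMI library was at 869.

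Reads needed per gene and per UMI describe the efficiency of sequencing. In mouse cluster 1 the mean number of reads per detected gene was 9.39 ± 2.50 in 3'DE library 1 (SD over 474 wells), 22.7 ± 22.2 in 3'DE library 2 (498 wells) and 25.1 ± 9.60 in the 3'DE-UMI library (470 wells). In human cluster 1 it was 9.40 ± 2.85 (407 wells), 31.3 ± 50.1 (448 wells) and 24.9 ± 10.9 (528 wells), so the 3'DE-UMI library lay between the 3'DE libraries. By means, the distance of the 3'DE-UMI library from the 3'DE libraries was within their SD in each cluster except mouse cluster 2, where the means were 7.37, 16.1 and 22.7. There the log2 distance was 1.06 (SD, 0.80), which was still smaller than the log2 difference between the 3'DE libraries. By medians the 3'DE-UMI library was above both 3'DE libraries in all 4 clusters, at 9.48, 14.4 and 23.3 reads per gene in mouse cluster 1, 7.46, 10.4 and 21.1 in mouse cluster 2, 9.61, 15.8 and 21.9 in human cluster 1 and 6.44, 12.3 and 18.7 in human cluster 2. Wells of the 3'DE-UMI library had 11.1 ± 1.18 reads per UMI in mouse cluster 1 (470 wells), 10.5 ± 1.05 in mouse cluster 2 (230 wells), 12.7 ± 1.64 in human cluster 1 (528 wells) and 13.4 ± 1.76 in human cluster 2 (29 wells). Their median numbers of UMIs were 2645.5, 3192.5, 1400.5 and 353.

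Pooling wells narrowed the gap between the protocols. Draws of 50 wells of mouse cluster 1 held a mean of 10291 genes in 3'DE library 1 (SD over draws, 87.7), 10724 in 3'DE library 2 (191) and 8967 in the 3'DE-UMI library (261). For mouse cluster 2 the means were 10063, 11053 and 9978, and the difference between the protocols was within the spread of the 3'DE libraries. With 20 wells they were 8378, 9313 and 7946. The log2 difference was then -0.153, past the SD of 0.0957 of the 3'DE libraries with 50 wells. For human cluster 1 the means with 50 wells were 11029, 11490.0 and 8168. Draws share wells, so their SD is not an error between replicates. The half-detection level was higher in the 3'DE-UMI library in the 3 clusters that could be fitted. It was 78.8, 98.0 and 361 CPM in mouse cluster 1, 108, 129.9 and 249 CPM in mouse cluster 2, and 103, 135 and 603 CPM in human cluster 1, in the order of 3'DE library 1, 3'DE library 2 and the 3'DE-UMI library. The differences exceeded the spread between the 3'DE libraries. With wells thinned to 5000 reads the levels in mouse cluster 1 were 195, 251 and 557 CPM.

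Summed profiles were compared between libraries to set the protocol difference against the replicate error. All correlations are across genes, which are not independent replicates. In mouse cluster 1 the 3'DE libraries had a Pearson r of 0.979 (Spearman rho, 0.947, 15981 genes), and their r with the 3'DE-UMI library was 0.941 and 0.95. In mouse cluster 2 the 3'DE pair had r = 0.969 (rho, 0.938) and the other pairs 0.943 and 0.945. In human cluster 1 the values were 0.967 (rho, 0.910) for the 3'DE pair and 0.908 for each of the other pairs. In human cluster 2 the 3'DE pair had r = 0.645 (rho, 0.581) and the other pairs 0.513 and 0.331. Restricting genes to at least 10 CPM in either library widened the distance between the 3'DE pair and the other pairs from 0.0341 to 0.114 in mouse cluster 1 and from 0.0585 to 0.162 in human cluster 1.

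Genes that differ between clusters of the same species were counted next, the study having used this contrast of the mouse lines to compare methods. Between mouse clusters 1 and 2, 4574 of 11270 genes differed at an adjusted p of 0.05 in edgeR, 2309 higher in cluster 1 and 2265 lower. Without 3'DE library 2 the number was 2882, and at an adjusted p of 1e-04 it was 326. Between human clusters 1 and 2, 367 of 9476 genes differed, 241 higher in cluster 1 and 126 lower. This comparison was far less certain. Human cluster 2 rested on 126, 36 and 29 wells, its sums had a Pearson r of only 0.345 between the 3'DE libraries and of 0.103 and -0.0968 with the 3'DE-UMI library across genes with at least 50 CPM in either sum, and the median log2 difference of all tested genes was 1.72, so individual changes are relative to that shift. The split between directions depended on the method: DESeq2 called 1580 genes, 81.9% of them higher in cluster 1, against 65.7% of the 367. Without 3'DE library 1 the number was 27, with 11 higher and 16 lower, and without 3'DE library 2 it was 193.

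The protocols were then compared within a cluster. In mouse cluster 1, 1365 of 11786 genes differed between the 3'DE-UMI library and the 3'DE libraries in edgeR, 501 higher in the 3'DE-UMI library and 864 lower. In mouse cluster 2, 279 of 11652 differed, 89 higher and 190 lower. In human cluster 1, 1751 of 13732 differed, 753 higher and 998 lower. The direction of the split was unstable in mouse cluster 2, where 31.9% of the genes were higher in the 3'DE-UMI library with reads, 10.8% of 306 with DESeq2 and 73.4% of 305 with UMI counts. In human cluster 1 it changed from 43.0% higher to 28.0% of 901 with equal numbers of wells, a setting that also shifted the median log2 difference of all genes from -0.11 to -0.55. At an adjusted p of 1e-04 the numbers were 5, 15 and 35. Among 2249 genes with at least 50 CPM in both mouse clusters, the protocol differences of the clusters had a Pearson r of 0.863 across genes. Both clusters come from the same libraries, so what sets a library apart for any reason adds to this r. The differences between both 3'DE libraries, on log2 of CPM + 1, had an r of 0.568 between the clusters.

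Only Ensembl identifiers are given by the tables. Among mouse cluster 1 genes that were higher in the 3'DE-UMI library, ENSMUSG00000031167 had 38.8 CPM in 3'DE library 1, 84.1 in 3'DE library 2 and 395 in the 3'DE-UMI library (log2 change 2.57, SE 0.38, edgeR adjusted p 0.00136), and ENSMUSG00000049539 had 39.5, 13.5 and 165 CPM (log2 change 2.49, SE 0.49, edgeR adjusted p 0.00594). Their log2 changes depended on which 3'DE library was left out, at 2.15 and 3.13 for the former and 3.48 and 1.85 for the latter, and neither passed an adjusted p of 1e-04. Among genes that were lower, ENSMUSG00000049422 had 337, 350.4 and 4.76 CPM (log2 change -6.31, SE 0.46, edgeR adjusted p 1.17e-05), and ENSMUSG00000020477 had 529.9, 394 and 9.68 CPM (log2 change -5.72, SE 0.47, edgeR adjusted p 2.65e-05). The median log2 difference of all genes tested in this comparison was -0.05.

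Whether the difference between the mouse clusters depended on the protocol was tested as an interaction, with 1 residual degree of freedom. In edgeR it was found for 298 of 13252 genes, and the difference was shifted towards cluster 1 in the 3'DE-UMI library for 115 of them and towards cluster 2 for 183. At an unadjusted p of 0.05, 1689 genes passed. Among genes past the threshold with at least 50 CPM, the 3 largest changes in each direction rested on values near the floor. In the 3'DE-UMI library, the cluster with less expression of these genes had 0 to 0.489 CPM. The number of genes past the adjusted threshold depended on the setting more than that of the mouse clusters did. DESeq2 called 49 genes, equal numbers of wells gave 78, and UMI counts in place of reads gave 8.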

Values the study reported

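For the ICELL8, the study gave multiplet rates of 2.18% for the 3'DE protocol and 0.98% for the 3'DE-UMI protocol. In EL4 cells it stated a median of 2849 detected genes with 3'DE and 1288 with 3'DE-UMI, and 2792 UMIs with the latter. The mean numbers of reads per detected gene were stated as 29.68 ± 41.48 for 3'DE and 47.5 ± 17.91 for 3'DE-UMI, with 21.77 ± 5.50 reads per UMI for 3'DE-UMI. The expression level detected with a probability of 0.5 in EL4 cells, relative to bulk RNA-seq, was 37.9 FPKM for 3'DE and 112.1 FPKM for 3'DE-UMI. Between EL4 and IVA12 cells, on average 1815 genes were called different with 3'DE and 985 with 3'DE-UMI, in samples of 199 cells and with a test on single cells.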

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

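Of the tests in this part, those of repeated reads and of depth for the protocol dependence, and that of barcodes with 2 misread bases, were chosen after the result was seen, and so were the settings with few reads of the other species and with as many wells drawn at random.

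The difference between the mouse clusters depended on the protocol for 298 of 13252 genes, by a test of the interaction in edgeR, which is why it was looked at again. The 3'DE-UMI library stands alone, so the protocol cannot be told apart from anything else that differed between that chip and the others. RNA of the other mouse cluster, present in part of the wells, remains open. In wells with few human reads 411 genes were called, more than the 241 called in as many wells drawn from all wells, but only 128 of the 411 and 84 of the 241 were among the 298. The draw did not match depth either, since mouse wells of 3'DE library 2 with few human reads had a median of 60832 mouse reads and those with many had 15092. A difference in depth remains open. With equal numbers of wells 78 genes were called, of which 53 were among the 298, but this setting also leaves fewer wells for the test. Repeated reads of few molecules remain open as well: 8 genes were called with UMI counts in place of reads, of which 3 were among the 298, but UMI counts are also far fewer than reads. On simulated data this test recovered 30% of changes of 2 on the log2 scale, and 1 gene was called where none had been changed. No biological explanation was tested for it, since the labels give every library the same mixture.

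The UMI table of the 3'DE-UMI library held 92828 UMIs under 1543 barcodes that its read table lacks, or 2.42% of its UMIs. These data were not part of any comparison, which is why they were looked at again. They had a median of 44 UMIs per barcode, against 1713 for the shared barcodes, and 3 of them exceeded 1000 UMIs. Misreading of a single base was argued against for these barcodes, since 0 of them lay at 1 base from a barcode of the read table. Of shuffled barcodes 1.10% did, so barcodes at 1 base were rarer than chance would give. How often bases were misread in the library can therefore not be told from these barcodes. A base lost from the barcode is a candidate explanation for most: 80.6% equalled a barcode of the read table with 1 base left out and any base at the end, against 1.23% of shuffled barcodes. Of 1225 such barcodes with at least 20 UMIs, 1216 had the main species of the matching barcode (99.3%, exact 95% interval 98.6 to 99.7), against 58.3% by chance, and they carried a median of 1.22% of its UMIs. Among the 299 barcodes without this relation, 23.1% lay at 2 bases from a barcode of the read table, against 14.6% of shuffled barcodes, and 32 of 33 of those had the same main species, so a part with 2 misread bases remains open. Free RNA in empty wells remains open for the rest: 81.6% of the barcodes with at least 20 UMIs had under 10% of UMIs from the other species, which barcodes with a lost base would give too. No biological explanation was tested.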

How the results depend on the processing

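Settings with few or many reads of the other species, as many wells drawn at random, genes of both species, no minimum of genes per well, a resolution of 0.3 and leaving out a 3'DE library from values without a test were chosen after the result was seen. Over 39 results, 204 other settings were run. Of these, 148 concern values that can take either sign, and 143 kept it. By limits set for each kind of result, 137 left it within its limits, 64 moved it, 2 weakened it and 1 reversed it. The 137 include 12 at another resolution, where finer clusters were joined to the cluster that held most of their wells, so these could hardly change a result. The limit was 1 SD of the 3'DE libraries for differences, 1 SD of both r with the 3'DE-UMI library for correlations, 1 SD over wells for reads per UMI, 1.5-fold for numbers of genes, and the sign and threshold for named genes. A wide SD thus let a change of sign pass, as for the other species in human wells, and a narrow one counted small shifts of r as moved. Leaving out a library was run another 56 times and left 49 results within those limits, which were 1 SE for named genes without a test. For differences from the 3'DE libraries this outcome was fixed in advance, since leaving out 1 of 2 libraries cannot shift their mean by 1 SD. Elsewhere 2 of 3 such runs stayed within the limits between the mouse clusters, 1 of 3 between the human clusters and 4 of 8 for named genes. The mitochondrial filter and marker rule could not be run without gene symbols. Where a value moved, the cause was not tested unless given.

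Differences below are the 3'DE-UMI library minus the mean of the 3'DE libraries, in percentage points for shares and as log2 ratios otherwise. With a mixed-species limit of 5% the difference in human cluster 1 was 17.8 (10.2 in the report). The difference in mixed wells (-7.56) was -17.9 at a limit of 5%, -4.74 at 20%, -3.01 by the 10th percentile rule, -5.81 with UMI counts and -2.69 with no minimum of reads, which adds wells of few reads. The share of the other species in mouse wells (-1.25) reversed to 0.27 with UMI counts, and it was -2.29 without 3'DE library 1 and -0.22 without 3'DE library 2. In human wells it changed sign, from 0.67 with medians to -0.72 with means, where the 3'DE-UMI library at 1.95% lay below both 3'DE libraries at 2.44% and 4.25%, and it lay between -1.37 and 2.71 on leaving out a 3'DE library. That of human cluster 2 changed sign from -3.45 to 0.21 in wells with many reads of the other species, and that of mouse cluster 1 from 1.29 to -2.53 at the limit of 5% and to -0.02 with no minimum of genes. The 0.21 leaves out mixed wells, a part of which were nearer to human cluster 2 in profile, so this change of sign may come from the mixed-species limit.

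Genes per well were fewer in the 3'DE-UMI library under every setting run. Thinning to 2000, 5000 and 10000 reads, which removes depth, gave -0.45, -0.71 and -0.87 in mouse cluster 1, -0.80, -1.10 and -1.15 in human cluster 1 and -1.19, -1.01 and -0.86 in human cluster 2, and -0.24 at 2000 and -0.44 at 5000 in mouse cluster 2. At least 2 reads per gene gave -0.997, -0.39 and -1.34 in mouse clusters 1 and 2 and human cluster 2. Means gave -1.40 and -1.25 in human clusters 1 and 2. No minimum of genes, which adds wells of few genes, gave -1.83 in human cluster 2. Genes in pooled wells moved to -0.18 and -0.36 in mouse and human cluster 1 with thinned wells, to -0.36 and -0.65 with 20 wells, and with genes of both species, which adds stray reads, to -0.47, -0.27 and -0.75 in mouse clusters 1 and 2 and human cluster 1. The half-detection level moved to 1.33, 0.88 and 1.58 in these clusters with thinned wells, and to 2.05 in human cluster 1 on the CPM of the same library.

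Reads per gene gave 0.78, 1.06, 0.54 and 0.34 with means and 1.00, 1.26, 0.83 and 1.07 with medians in mouse clusters 1 and 2 and human clusters 1 and 2, and only with medians was the 3'DE-UMI library above both 3'DE libraries in every cluster. With means and without 3'DE library 1 the values were 0.14, 0.49, -0.33 and -0.88, so the sign changed in both human clusters. Without 3'DE library 2 they were 1.42, 1.62, 1.40 and 1.55.

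The 3'DE pair had a higher r than the mean of the other pairs in every cluster under every setting run. The distance was 0.0464 with a pseudocount of 10 in mouse cluster 1, 0.0329 with 0.1 in mouse cluster 2, and 0.0768 with 0.1 and 0.0620 with 10 in human cluster 1. At least 10 CPM gave 0.114, 0.0660 and 0.162 in these clusters, and equal numbers of wells gave 0.0218 in mouse cluster 2 and 0.0634 in human cluster 1.

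An adjusted p of 1e-04 left 326 genes between the mouse clusters, 17 for their interaction with protocol, 86 between the human clusters, and 5, 15 and 35 for the protocol in mouse cluster 1, mouse cluster 2 and human cluster 1. DESeq2 gave 49 for the interaction and 1580 between the human clusters (1294 higher and 286 lower). Without the library as a block, 2976 genes differed between the mouse and 1233 between the human clusters (1084 higher and 149 lower). UMI counts gave 8 for the interaction, 555 between the human clusters and 802 for the protocol in human cluster 1. In mouse cluster 2 they gave 305 with 224 higher and 81 lower, against 89 and 190 with reads. Equal numbers of wells, which leave fewer wells, gave 78 for the interaction and 901 for the protocol in human cluster 1 (252 higher and 649 lower). In wells with few reads of the other species 67 genes differed between the human clusters and 454 for the protocol in mouse cluster 2. The interaction then had 206 higher and 205 lower. As many wells drawn from all wells gave 3026 between the mouse clusters, 65 between the human clusters, and 802 and 343 for the protocol in mouse cluster 1 and human cluster 1. Leaving out a library gave 2882 to 5074 genes between the mouse clusters and 27 to 453 between the human clusters, which then rest on fewer libraries. The genes ENSMUSG00000031167 and ENSMUSG00000049539 did not pass an adjusted p of 1e-04, and otherwise the 4 named genes kept their sign and passed the threshold under every setting with a test.

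Thinning to 5000 reads left 50, 26 and 14 wells of human cluster 2, so its values at that depth rest on few wells. On simulated data changes of 2 on the log2 scale were recovered for 0% of genes between the human clusters. Human cluster 2 also had few wells in its sums (126, 36 and 29), and the biological coefficient of variation of that comparison in edgeR was 1.11, against 0.332 between the mouse clusters. Which of these limits the test was not tested.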

Other observations

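Of the tests in this part, those of free RNA reaching all wells alike, of human reads mapped to mouse genes, of whole mouse cells, of mixed wells as an extension, of reads crossing between libraries, of suspensions of a single species and of bases in the barcode were chosen after the result was seen, and the division into wells with few and many reads of the other species was made after their shares were seen.

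Human wells of 3'DE library 1 fell into 2 sets, 354 with few mouse reads and 179 with many. Several technical explanations were argued against. Free RNA reaching all wells alike would give a single peak, but only 3.19% of the human wells lay within 1.5-fold of the threshold between the sets, against a mean of 16.5% and a lowest value of 11.6% in 1000 draws with a single peak of the same mean and SD (one-sided p 0.000999). Human reads mapped to mouse genes would need more human reads there, but within human cluster 1 the ratio of their median numbers was 0.966. Whole mouse cells would bring as many mouse reads as a mouse well holds. Of 301 wells with many mouse reads and at least 3525 human reads, the 10th percentile of human wells, 5 reached the 10th percentile of mouse wells, 9877.3 mouse reads (1.66%, 0.542 to 3.83, with no upper limit on the share of mouse reads). Bases at fixed positions of the barcode did not differ between wells with few and many (33 chi-square tests over all libraries, smallest p 0.0128, smallest adjusted p 0.424). Other explanations stay open. The barcodes of each table differ from each other by at least 3 bases, so the test of misread barcodes, which looked within 2 bases and found a difference of 0, decided nothing. Wells next to each other in the order of the table's columns were alike in 57.7% of cases against 55.3% in shuffled orders (p 0.117), and that order is not known to be the order on the chip. Of the mouse reads in human wells with 5 to 10% mouse reads, 81.5% were assigned to the profile of mouse cluster 2, against 39.6% of the reads of the library's mouse wells, which is neither nearly all nor the library's mix. The genes of mouse cluster 2 had a median of 19 reads in wells of mouse cluster 1 with many human reads and of 3 in those with few, where free RNA of mouse cluster 2 had been predicted to give far more. Human cluster 1 wells with many mouse reads had a median of 30 reads of these genes (interquartile range, 19 to 44) and those with few had 0, which is near the 19 (12 to 30) of mouse cluster 1, so free RNA of mouse cluster 2 in part of the wells stays open. Human cluster 2 wells with many mouse reads had a median of 0 (0 to 0.25), but these were only 8 wells, with a median of 3594.5 reads.

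The sets followed the barcodes. Of 372 barcodes with a single-species well in both 3'DE library 1 and the 3'DE-UMI library, 334 had the same state, few or many, in both (89.8%, exact 95% interval 86.2 to 92.7). Shuffled pairings gave 65.8% and never more than 73.7%, with a one-sided permutation p of 0.0001, the smallest that these shuffles can give. With thresholds first set by eye, 326 of the 372 were alike (87.6%, shuffled 50%), against 216 of 378 for both 3'DE libraries (57.1%, shuffled 50.2%) and 237 of 336 for 3'DE library 2 and the 3'DE-UMI library (70.5%, shuffled 63.5%). For 3'DE library 2 the states were alike with those of 3'DE library 1 for 67.2% and with those of the 3'DE-UMI library for 67.9% of barcodes (shuffled, 59.0% and 56.6%), but its mouse wells did not separate well, with 48.9% of them within 1.5-fold of the threshold, and its human wells with few mouse reads were the deeper ones. Mixed wells of 3'DE library 1 followed the same barcodes, at 22% under barcodes with many and 3.72% under those with few. In 3'DE library 1 the mostly human mixed wells had a split of mouse reads like the wells with many, with 79.0% assigned to mouse cluster 2, so they may be an extension of that set rather than pairs of cells. This split was not seen in the other libraries, at 23.9% and 3.94%. These shares are of reads pooled over wells. Per well, the interquartile range was 76.2 to 87.3% in 3'DE library 1, 27.9 to 43.4% in 3'DE library 2 and 7.91 to 35.8% in the 3'DE-UMI library.

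A candidate explanation is that part of the barcodes received a suspension of a single line and part received the mixture. It was formed on these data and is a hypothesis, and the labels describe the mixture alone. Among 165 barcodes with few reads of the other species in both 3'DE library 1 and the 3'DE-UMI library, the species was the same in 100% (165 of 165, 97.8 to 100), against 52.2% if the species were independent. Among 169 barcodes with many in both it was the same in 46.7% (39.0 to 54.6), against 49.3%. The mouse cluster was the same in 100% of the barcodes with mouse wells and few human reads in both (100 of 100, 96.4 to 100), against 53.9% in shuffled pairings (p 0.0001, the smallest possible), and in 42.4% where both had many, against 49.4%. The other pairs of libraries had the same species in 113 of 113 and 92 of 92 barcodes with few in both, and the same mouse cluster in 77 of 77 and 65 of 65. Under barcodes with many in both 3'DE library 2 and the 3'DE-UMI library, however, the mouse cluster was the same in 72.2% (26 of 36) against 54.1% in shuffled pairings (p 0.0127), more often than a mixture alone would give. The same wells copied into both libraries were argued against, since copies would have nearly the same profile, whereas profiles of the same barcode had a mean r of at most 0.00896 in the 3 clusters compared (one-sided p 0.0293, unadjusted, for human cluster 1, and 0.745 and 0.79 for the mouse clusters). Reads crossing between these libraries under the same barcode were argued against as the whole cause in 3'DE library 1: of its human wells whose barcode was in neither other read table, 94 of 294 (32.0%, 26.7 to 37.6) still had many mouse reads, close to the 33.6% of all its human wells. Where the barcode held the same species in all libraries, 2 of 24 human wells of 3'DE library 1 (8.33%, 1.03 to 27.0) and 18 of 46 of its mouse wells (39.1%, 25.1 to 54.6) had many reads of the other species. In 3'DE library 2 these were 13 of 24 and 12 of 41, and in the 3'DE-UMI library 6 of 25 and 16 of 47. Crossing would give few such wells, as in human wells of 3'DE library 1 but not in those of 3'DE library 2, and barcodes with a single line would give few too. Both would also give the same species under barcodes with few. The same mouse cluster under barcodes with few human reads is not what crossing would give. If the hypothesis holds, shares of clusters and of mixed wells depend on how many wells of each kind were picked, and not only on the protocol. No biological explanation was tested.

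Crossing of a part of the reads was not argued against between 3'DE library 2 and the 3'DE-UMI library. Across wells, the number of reads of the other species rose there with the reads under the same barcode in the other library. Spearman's rho was 0.442 and 0.604 in human and mouse wells of 3'DE library 2 and 0.319 and 0.772 in those of the 3'DE-UMI library (permutation p adjusted over 12 tests, 0.008, 0.0006, 0.0396 and 0.0006). Profiles of mouse cluster 1 under the same barcode also had a mean r of 0.0180 there, with a one-sided p of 0.0003 by shuffling, unadjusted. For mouse cluster 2 the mean r was 0.00802 (p 0.0622) and for human cluster 1 it was 0.0112 (p 0.0098). All pairs with 3'DE library 1 had rho between -0.229 and 0.148 and adjusted p of 0.274 or more. The numbers of reads per well under the same barcode also rose together between 3'DE library 2 and the 3'DE-UMI library. Their rho was 0.462, 0.623 and 0.545 in mouse clusters 1 and 2 and human cluster 1, where both had few reads of the other species. For pairs with 3'DE library 1 it lay between -0.0726 and 0.243. Depths that rise together could give the former rho without crossing, so that test cannot decide.

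The 3'DE-UMI library had fewer genes per well in all 4 clusters. A difference in depth was argued against as the whole cause, since at 5000 reads the ratio of medians to the lower 3'DE library was at most 0.767 in any cluster. A few genes taking most of the counts were argued against in the same way, with a ratio of at most 0.829 at 2000 reads after the 50 genes with most reads in each library were left out. Repeated reads of few molecules are a candidate explanation: from 2000 to 8000 reads the fold gain in genes was lower in the 3'DE-UMI library in the 3 clusters with enough wells, and its ratio to that of the lower 3'DE library was at most 0.837. The protocol itself, the loss of molecules in its added steps and any other difference of this single chip cannot be separated by these tables.

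Other splits of the sums alone cannot exclude chance, as 6 sums give only 10 splits into 3 and 3. Of these, 1 of 10 gave as many genes as the comparison of the mouse clusters, the real split itself, and no other split called any gene. For the human clusters it was likewise 1 of 10, and the other splits called at most 6 genes. Only 4 of the 10 splits part the clusters of every library, as the real split does. On simulated data with no changed genes, 0 genes were called in both comparisons, against 4574 and 367. The simulation drew new counts for fixed groups and did not cluster wells anew. It cannot tell how many genes would differ between groups only because clustering had chosen them.

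Human cluster 2 was the least certain group. Among mostly human mixed wells of 3'DE library 1, 56 of 139 were nearer to human cluster 2 than to human cluster 1 in profile, against 128 of 533 single-species human wells. In the other libraries, counting only mixed wells with at least 200 genes, the numbers were 23 of 75 and 9 of 24, against 36 of 484 and 29 of 557.

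Some measures differed from those quoted from the study. Reads here are reads assigned to genes, and whether they had been downsampled was not known, which limits these comparisons. The mean number of reads per UMI here was 11.1 in mouse cluster 1. That is lower than the value quoted from the study above. The mean number of reads per gene in the 3'DE-UMI library was 25.1 in mouse cluster 1. That is lower than the value quoted from the study above. For 3'DE no single direction can be given, with 9.39 in 3'DE library 1 and 22.7 in 3'DE library 2 in mouse cluster 1, and 31.3 and 37.2 in human clusters 1 and 2 of 3'DE library 2. At an adjusted p of 1e-04, 326 genes differed between the mouse clusters over all libraries. That is lower than the values quoted from the study above, which come from a test on single cells of each protocol. Mixed wells were counted here over 1635, 1433 and 1370 wells with at least 1000 reads, and the denominator of the quoted rates is another, so no direction is given. The half-detection level was on another scale, CPM of reads, and is not comparable with the quoted levels. The clusters were not named, so which of them is the counterpart of the quoted medians in EL4 cells was not determined.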
